# A global non-coding RNA system modulates fission yeast protein levels in response to stress

**DOI:** 10.1038/ncomms4947

**Published:** 2014-05-23

**Authors:** Hui Sun Leong, Keren Dawson, Chris Wirth, Yaoyong Li, Yvonne Connolly, Duncan L. Smith, Caroline R. M. Wilkinson, Crispin J. Miller

## Abstract

Non-coding RNAs (ncRNAs) are frequent and prevalent across the taxa. Although individual non-coding loci have been assigned a function, most are uncharacterized. Their global biological significance is unproven and remains controversial. Here we investigate the role played by ncRNAs in the stress response of *Schizosaccharomyces pombe*. We integrate global proteomics and RNA sequencing data to identify a systematic programme in which elevated antisense RNA arising both from ncRNAs and from 3′-overlapping convergent gene pairs is directly associated with substantial reductions in protein levels throughout the genome. We describe an extensive array of ncRNAs with *trans* associations that have the potential to influence multiple pathways. Deletion of one such locus reduces levels of *atf1*, a transcription factor downstream of the stress-activated mitogen-activated protein kinase (MAPK) pathway, and alters sensitivity to oxidative stress. These non-coding transcripts therefore regulate specific stress responses, adding unanticipated information-processing capacity to the MAPK signalling system.

## Abstract (web summary)

Non-coding RNAs are widely expressed, yet their functions remain poorly understood. Here, Leong *et al*. identify a set of antisense RNAs elevated during the yeast stress response that directly correlate with reduced protein levels, indicating a general regulatory effect of antisense expression.

Mitogen-activated protein kinase (MAPK) cascades transduce information arising from events external to the cell, such as environmental stresses through the successive phosphorylation of a sequence of protein kinases, and the consequent phosphorylation of a variety of downstream effectors, including transcription factors. The fission yeast stress-activated MAP kinase (SAPK) pathway is conserved with the p38 and JNK pathways in humans, and comprises the MAPKKKs Win1, Wis4, the MAPKK Wis1 and the MAPK Sty1 (ref. 1). The main downstream effector of Sty1 is Atf1, an ATF/CREB family transcription factor homologous to human ATF2. Sty1 and Atf1 regulate a large set of core environmental stress response (CESR) genes in response to a range of stresses^2^. The fission yeast genome encodes three other ATF/CREB proteins: Atf21, Atf31 and Pcr1. Among these, *atf21* is specifically induced under conditions of high osmolarity^2^.

ncRNAs are transcripts that do not encode proteins. Although pervasively transcribed, the majority of ncRNAs have yet to be assigned a role, and their global functional significance remains controversial^3^. We previously identified a set of ncRNAs dependent on Atf21 (ref. 4). Studies of individual ncRNAs have revealed them to be a biochemically versatile class of molecules involved in a diversity of processes, including chromatin modulation, posttranscriptional regulation, the modulation of protein activity and the organization of protein complexes^5^. We therefore speculated that these ncRNAs might comprise additional effectors of the SAPK regulatory system.

Here we integrate high-throughput RNA sequencing and label-free quantitative protein mass spectrometry to investigate global changes in transcript and protein levels in the fission yeast stress response. These data reveal a genome-wide set of non-coding regions that together regulate protein levels throughout the cell. Deletion of one of these loci, *SPNCRNA.1164*, reduces the abundance of Atf1 and alters sensitivity to oxidative stress. These non-coding transcripts are therefore involved in regulating specific stress responses, and through association with Atf1, have the potential to add substantial information-processing capacity to this signalling system.

## Results

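The RNA was taken from fission yeast, *Schizosaccharomyces pombe*, before sorbitol was added (0 min) and at 5 times afterwards (15, 30, 60, 120 and 180 min). Sorbitol is a sugar alcohol that raises the osmolarity of the medium. One strain was WT and the other was labelled *atf21Δ*, for the deletion of *atf21*, which encodes a transcription factor of the ATF family. With 3 biological replicates per strain and time point there were 36 libraries. The authors aligned the reads to the genome of PomBase release 11, discarded reads with more than 1 locus and deposited the RPKM (uniquely mapped reads scaled to the length of the feature and the size of the library) of 7039 annotated features. Of these, 5133 are protein-coding genes and 1568 are ncRNAs. Each of the 253404 deposited values was a whole number of reads over the full span of its feature, so the reads behind each value were recovered from the table. WT libraries held from 7457173 to 20126545 uniquely mapped reads. Their median was 14393560 at 0 min, 11020274 at 15 min, 13926526 at 30 min, 11772708 at 60 min, 10650569 at 120 min and 14013498 at 180 min. Libraries labelled *atf21Δ* held from 9977762 to 19622202, with medians at the same times of 13492375, 11551738, 13312173, 15310669, 12959503 and 10577044. Between 91.8% and 96.1% of these reads lay on annotated features. Ribosomal RNA took from 34.2% to 57.5% of the reads on features. A single read on a feature of 1 kb stood for an RPKM of 0.0497 in the deepest library and 0.134 in the shallowest. Replicates of a group differed by more than the sampling noise of the reads in each of the 36 pairs of replicates (chi-squared per degree of freedom of 19.1 or more). Before testing, libraries were scaled by a trimmed mean of log ratios and the RPKM was log2 transformed after adding 0.5. All log2 changes are on that scale, which shrinks the changes of features near 0. The 5882 features with an RPKM of at least 1 in more than 6 libraries were tested with limma in each strain on its own, and a feature counted as changed when its F-test against 0 min had a Benjamini-Hochberg adjusted p under 0.05. The scaling moved the median feature. On the RPKM as deposited the median log2 change was −0.46 at 15 min and −0.38 at 30 min in WT, and −0.43 and −0.30 in the libraries labelled *atf21Δ*. After scaling these 4 medians were 0.01, −0.02, 0.01 and −0.02, so each change below is relative to that shift.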

We combined strand-specific total RNA sequencing and label free tandem mass spectrometry to profile transcript and protein levels in wild-type (WT) and *atf21Δ* cells over a time course following addition of 1 M sorbitol. More than 76% of the (stranded) genome was transcribed, confirming previous reports^4^,^6^.

### Transcriptome and proteome changes under osmotic stress

Osmotic stress led to substantial reprogramming of gene expression in the WT cells. Three thousand one hundred and sixty-nine genes (out of 5,957) exhibited significant alterations (1,234 changed >2-fold at 5% false discovery rate (FDR)) in at least one time point (Supplementary Data 1). 

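In the 18 WT libraries 3045 of the 5882 features tested changed, and 997 of them by more than 2-fold at 1 time point or more. Fewer than 50 reads per library on average lay behind 222 of the 3045. With voom on the recovered reads, an alternative added after the data were seen, 3316 features changed and 2972 of them were among the 3045. At single time points, limma with Benjamini-Hochberg adjustment over features and times called 655 features higher and 672 lower than at 0 min after 15 min. After 30 min the calls were 906 higher and 785 lower, after 60 min 436 and 442, after 120 min 201 and 131, and after 180 min 164 and 128. The share of calls that were higher depended on the scaling more than on any other setting. On the RPKM as deposited, 146 features were called higher and 1945 lower at 15 min (6.98% higher, against 49.4% after scaling), and 413 and 1609 at 30 min (20.4% against 53.6%). Leaving out a single library kept the number of changed features between 2741 and 3191, but moved several of the smaller counts. The calls higher at 15 min fell to 409 without replicate 2 of 0 min and to 405 without replicate 3 of 0 min. The calls lower at 60 min fell to 267 without replicate 2 of 0 min, and the calls higher at 60 min to 281 without replicate 2 of 60 min. At 120 min the calls higher fell to 112 without replicate 1 of that time and to 117 and 122 without replicates 2 and 3 of 0 min. At 180 min they fell to 92 and 102 without the same 2 libraries of 0 min and to 105 without replicate 2 of 180 min, and the calls lower fell to 81, 71 and 81 without replicates 1, 2 and 3 of 0 min. SPAC23H3.15c (chromosome I, 2523372 to 2524734) had the largest rise at 30 min of the protein-coding genes in which every library of 30 min lay beyond every library of 0 min in both strains. Its RPKM was 8.84 ± 1.10 (SD, n = 3) at 0 min and 2035 ± 270.4 (SD, n = 3) at 30 min, a log2 change of 8.15 (standard error 0.36, adjusted p = 1.6e-10 from limma with Benjamini-Hochberg adjustment). SPBC24C6.09c and SPACUNK4.17 followed with log2 changes of 7.76 and 7.62. By the same rule the largest fall was that of SPBC8E4.01c (chromosome II, 4444125 to 4446200), from an RPKM of 118.5 ± 29.3 (SD, n = 3) to 3.57 ± 0.645 (SD, n = 3). Its log2 change was −4.49 (standard error 0.23, adjusted p = 7.9e-10 from limma with Benjamini-Hochberg adjustment). *str3* and *fip1* had log2 changes of −3.72 and −3.62.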

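*atf21* (SPBC2F12.09c) is annotated on chromosome II of PomBase release 11 from 1722231 to 1724450. Its RPKM in WT was 0.0929 ± 0.0418 (SD, n = 3) at 0 min, 6.25 ± 0.725 at 15 min, 28.4 ± 0.706 at 30 min, 0.435 ± 0.0634 at 60 min, 0.237 ± 0.129 at 120 min and 0.399 ± 0.213 at 180 min. In the libraries labelled *atf21Δ* it was 0.389 ± 0.208 (SD, n = 3), 4.42 ± 1.05, 21.2 ± 8.05, 2.72 ± 0.649, 0.644 ± 0.315 and 0.259 ± 0.183 at the same times. From 732 to 1081 reads lay on the gene in the 3 WT libraries of 30 min and from 509 to 899 in the 3 libraries labelled *atf21Δ*. At 60 min the numbers were 8 to 15 and 68 to 108 reads. Two-sided exact permutation tests of the strains gave p = 0.10 at 0 and 60 min, the smallest p that 3 libraries against 3 allow, and 0.20, 0.40, 0.20 and 0.50 at 15, 30, 120 and 180 min. With libraries scaled by a trimmed mean of log ratios, every library labelled *atf21Δ* lay below every WT library at 15 and 30 min, with ratios of the means of 0.628 and 0.617 (exact permutation p = 0.10 for each). The table holds 1 value for the whole span, so the part of the gene that the reads came from is not known. The libraries are named by their label throughout, and each direction drawn between the strains rests on that label.

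**Figure D1:**
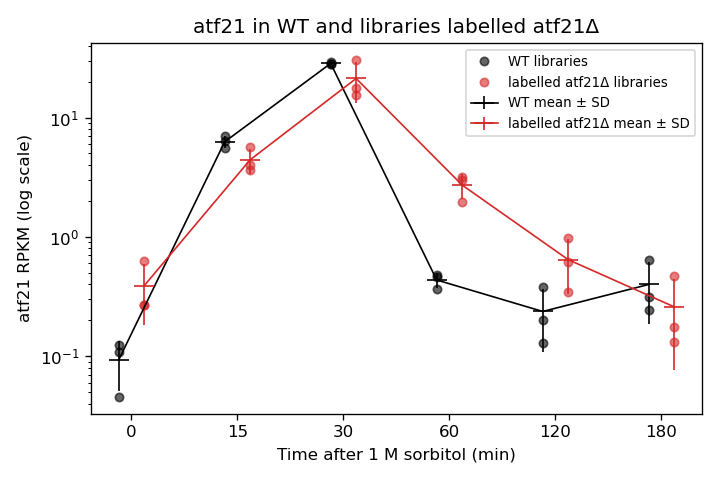
RPKM of *atf21* in each of the 36 libraries (points, log axis) against minutes after sorbitol, for WT and for the libraries labelled *atf21Δ*, with the mean and SD of 3 replicates. The means at 30 min are 28.4 in WT and 21.2 in the libraries labelled *atf21Δ*.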

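In the 18 libraries labelled *atf21Δ*, limma with Benjamini-Hochberg adjustment called 3668 features changed, 941 of them by more than 2-fold. Leaving out a single library gave from 3360 to 3653. Of the 3668 features, 2604 were also called in WT and 1064 were not, while 441 were called in WT alone. A feature called in 1 strain and not in the other is not thereby shown to differ between them. Across the 4109 features called in either strain, Pearson's r between the log2 changes of the strains was 0.87 at 15 min, 0.96 at 30 min, 0.89 at 60 min, 0.85 at 120 min and 0.79 at 180 min. These features are not independent replicates. The log2 changes had the same sign in 84.1%, 88.0%, 82.0%, 77.0% and 73.5% of the features at these times. At 15 min 823 features were called higher and 802 lower, and at 30 min 1175 and 1108. Without scaling, the calls at 15 min were 153 higher and 2020 lower. Without replicate 2 of 0 min the calls higher at 15 min fell to 523. The difference between the responses was itself tested in all 36 libraries with limma's F-test of the strain-by-time interaction. With limma and Benjamini-Hochberg adjustment *atf21* passed (adjusted p = 0.00073), as did *urg3* (SPAC1002.18, limma with Benjamini-Hochberg adjusted p = 0.0021), so 2 features passed, and 266 had an unadjusted p under 0.05. *urg3* was named after its values were seen. The number that passed rested on 1 library, since 35 features passed without replicate 2 of WT at 15 min. Leaving out any other library gave 2 or 3. Over the alternatives, the limma and Benjamini-Hochberg adjusted p of *urg3* ran from 0.0011 to 0.846, the highest on the RPKM as deposited, and that of *atf21* from 0.00023 to 0.412, the highest with voom.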

Deletion of *atf21* results in transcription profiles largely similar to that seen in the WT cells (Supplementary Fig. 1), with the total number of genes that changed significantly in at least one time point decreasing to 3,044 (1,079 changed >2-fold). Notably, 94 and 93% of the previously reported CESR genes^2^ were found to be differentially regulated in both WT and *atf21Δ* cells, respectively. Similarly, 17 out of 18 osmotic-stress-specific genes reported in ref. 2 were also called significant in both WT and *atf21Δ* time courses, suggesting that general osmotic stress responses of fission yeast were not impaired by *atf21* deletion.

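The full list of CESR genes was not analysed here. Supplementary Data 2, 3 and 5 mark 84 protein-coding genes as CESR genes, and each of the 84 (100%) changed in WT and in the libraries labelled *atf21Δ* by limma's F-test. The Wilson 95% interval for 84 of 84 is 95.6% to 100%. The 84 were partly chosen on these samples, since those tables list genes or pairs that responded, so the share is not an independent estimate. Leaving out 1 WT library lowered the share to 98.8% at the least.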

In addition to CESR and osmotic stress-response genes, upregulated genes in WT and *atf21Δ* cells were significantly enriched for the following Gene Ontology (GO) Slim terms: carbohydrate metabolic process, ribosome biogenesis and protein catabolic process; downregulated genes were enriched for transmembrane transport and cellular amino acid metabolic process terms (Supplementary Fig. 2). Expression changes of genes encoding enzymes in lipid metabolism have been observed previously in *Saccharomyces cerevisiae* on osmotic shock^7^. Almost twice as many genes involved in lipid metabolic process were downregulated at 15 min in the WT than in the *atf21Δ* (46 in WT versus 26 in mutant), as are genes involved in the GO category ‘conjugation with cellular fusion’ (36 in WT versus 19 in mutant). Genes annotated to the functional categories DNA-dependent transcription and DNA replication were repressed for longer in *atf21Δ* mutant cells, suggesting a role for *atf21* in regulating these biological processes.

We next profiled protein abundance changes in the same samples using label-free quantitative protein mass spectrometry and compared changes in transcript abundance (as measured by the number of uniquely mapped reads aligning to the coding sequence (CDS) region) with corresponding protein level during osmotic stress. We detected and quantified 1,167 proteins in total, of which 417 (31 changed >2-fold) and 297 (32 changed >2-fold) exhibited significant variations in abundance in WT and *atf21Δ* mutant, respectively (FDR<0.05; Supplementary Data 2; Supplementary Fig. 3). Functional enrichment analysis showed that proteins involved in the stress response and carbohydrate metabolic processes were significantly upregulated, while those involved in ribosomal biogenesis and protein folding were downregulated (Supplementary Fig. 4).

Overall, transcript and protein abundance are dynamically coordinated during the osmotic stress time course. However, as opposed to the transient changes in transcript expressions, changes in protein abundance are more dramatic and persistent. For example, transcript expression of most upregulated genes transiently peaked at 30 min after stress induction and then decreased to steady-state level. 

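In WT, 407 protein-coding genes changed and had a rise of more than 2-fold as their largest change. The highest mean was at 30 min in 342 of them (84.0%, Wilson 95% interval 80.2% to 87.3%), at 60 min in 46, at 15 min in 15, at 120 min in 4 and at 180 min in 0. The interval covers counting error over genes, which are not independent. For 180 min the count of 0 allows a share of up to 0.935% by the same method. The median log2 change of the 407 genes was 0.68, 1.47, 0.61, 0.31 and 0.35 at the 5 times. In the libraries labelled *atf21Δ*, 370 of 432 such genes (85.6%, interval 82.0% to 88.6%) were highest at 30 min. Their median log2 change went from 1.46 at 30 min to 0.33 at 180 min. On the RPKM as deposited, which moved the share most, the numbers were 190 of 268 genes (70.9%) in WT and 247 of 305 (81.0%) in the libraries labelled *atf21Δ*.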

The corresponding proteins, however, exhibited a delayed and gradual increase in abundance that maintained up to 180 min. Similar patterns of regulation have recently been reported in *S. cerevisiae* on osmotic stress induction^8^ and in *S. pombe* under various stress conditions^9^. Lee *et el.*^8^ proposed that the transient burst in transcript levels serves to accelerate protein change before mRNA levels acclimatize to new steady-state levels.

### Raised antisense RNA correlates with reduced protein levels

Substantial shifts were also observed in ncRNAs. 

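Of the 1568 annotated ncRNAs, 752 had enough reads to be tested. limma's F-test called 205 of them changed in WT and 292 in the libraries labelled *atf21Δ*. The difference between the 2 numbers was not itself tested. Fewer than 50 reads per library on average lay behind 125 of the 205 and 173 of the 292. In simulated libraries of the same depth, features with so few reads passed an unadjusted p of 0.001 in up to 0.97% of cases where nothing changed, so calls among them hold less firmly. voom on the recovered reads called 226 ncRNAs in WT, 183 of them among the 205, and 297 in the libraries labelled *atf21Δ*, 271 of them among the 292. The filter moved these numbers most. Among features with an RPKM of at least 5 in more than 6 libraries, 50 ncRNAs changed in WT and 57 in the libraries labelled *atf21Δ*. *SPNCRNA.1165* (chromosome III, 966442 to 967703, minus strand) had the largest rise of ncRNAs in which every library of 30 min lay beyond every library of 0 min. In WT its RPKM was 0.227 ± 0.149 (SD, n = 3) at 0 min, from 1 to 8 reads per library, and 17.3 ± 3.72 (SD, n = 3) at 30 min. The log2 change was 4.91 (standard error 0.23, adjusted p = 3.5e-10 from limma with Benjamini-Hochberg adjustment). The ncRNA on chromosome II from 3529599 to 3530978 (minus strand) had a log2 change of 3.63, from 6 reads per library or fewer at 0 min. *SPNCRNA.115* (chromosome II, 3379891 to 3379982) held at most 3 reads in each library of 0 min and from 9 to 21 in the WT libraries of 30 min, too few for a fold change. The largest falls by the same rule were those of the ncRNAs on chromosome II from 2335158 to 2337882, on chromosome I from 2872137 to 2874308 and on chromosome II from 4464625 to 4466286, with log2 changes of −2.55, −2.42 and −2.40 in WT. As log2 ratios of group means of scaled RPKM with nothing added, these were −2.87, −2.93 and −3.39, so their order reversed.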

Two hundred and forty-eight (16%) and 232 (15%) of known ncRNAs changed significantly in the WT and *atf21Δ* strains, respectively (Supplementary Fig. 5). Many were antisense to a protein-coding gene, forming 246 sense–antisense pairs in the WT, 212 in *atf21Δ* (Fig. 1a,b; Supplementary Data 3). As regulatory antisense transcripts are critical in meiosis^4^,^10^,^11^ we asked whether they act more generally. We reasoned that if antisense transcripts had a function in stress, then those changing across the time course would tend to occur opposite CESR genes. This was indeed the case: the set of protein coding genes opposite stress-responsive antisense transcripts was enriched for CESR genes (WT: 14/70, *P*=0.003; *atf21Δ*: 18/70, *P*=4 × 10^−6^, hypergeometric test). 

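The mRNA of SPBC24C6.09c (chromosome II, 2335176 to 2337787, minus strand) lies opposite an ncRNA annotated from 2335158 to 2337882. In WT the RPKM of the ncRNA was 11.9 ± 1.57 (SD, n = 3) at 0 min and 1.22 ± 0.336 at 30 min, while that of the mRNA went from 1.03 ± 0.631 (SD, n = 3) to 246.8 ± 48.4. Over the 18 WT libraries Pearson's r of their log2 RPKM was −0.92 and Spearman's rho −0.89, and over the 18 libraries labelled *atf21Δ* they were −0.94 and −0.87. SPACUNK4.17 (chromosome I, 2872778 to 2874687, minus strand) lies opposite an ncRNA annotated from 2872137 to 2874308, with an r of −0.91 and a rho of −0.84 in WT and −0.85 and −0.66 in the libraries labelled *atf21Δ*. For SPAC139.05 (chromosome I, 1027811 to 1029993, plus strand) and the ncRNA opposite it, annotated from 1028239 to 1030659, they were −0.84 and −0.83 in WT and −0.86 and −0.85 in the libraries labelled *atf21Δ*. These are the 3 convergent pairs with a CESR gene that had the lowest r in WT, so their values are extremes of the table. That choice fixes how p comes out in WT, so none is given there. Over the libraries labelled *atf21Δ*, which took no part in the choice, two-sided permutation p ran from 1e-05, the smallest that the permutations can give, to 0.0037, and from 4.0e-05 to 0.0037 after Benjamini-Hochberg adjustment over 6 permutation tests. The permutations exchanged all 18 libraries, although these are 3 replicates of each time point. Their p therefore overstates the evidence from the time points. The strains also share much of their response, so this is not an independent check of pairs chosen in WT. Without the 2 libraries farthest from the median of the ncRNA, r stayed between −0.77 and −0.90. Within the 6 libraries of 1 replicate number it lay between −0.66 and −0.97. On untransformed RPKM, which moved r most and was added after the data were seen, the 6 values of r lay between −0.49 and −0.78.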

Pearson’s correlation between the expression profiles of each antisense ncRNA and its respective overlapping sense mRNA identified a set of highly anti-correlated pairs (Fig. 1; clusters 1 and 2) that were, again, significantly enriched both for CESR genes (*P*=6 × 10^−7^, hypergeometric test) and those specific to osmotic stress (*P*=0.003). 

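Supplementary Data 3 pairs CESR genes with 16 ncRNAs in WT and 18 in the libraries labelled *atf21Δ*. At 30 min the mean log2 change was below 0 in 13 of the 16 (81.2%, Wilson 95% interval 57.0% to 93.4%) in WT, and in 100 of the 171 other ncRNAs of the table (58.5%). The mean over the 16 was −0.77 and over the others −0.05, a difference of −0.72 (two-sided permutation test, p = 0.0084). At 15 min 11 of the 16 were below 0, but their mean of −0.11 lay above that of the others, −0.21. At 120 min 14 of the 16 were below 0. In the libraries labelled *atf21Δ*, 13 of 18 (72.2%, interval 49.1% to 87.5%) and 85 of the 146 others (58.2%) were below 0 at 30 min. The means were −0.53 and 0.02, a difference of −0.55 (permutation p = 0.057). The difference between the strains was not tested. In these libraries the result moved across 0.05 with the pseudocount and with 1 replicate number. With a pseudocount of 0.1 the difference was −0.78 (permutation p = 0.040), and without replicate 1 it was −0.62 (permutation p = 0.029).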

Antisense ncRNAs opposite these CESR genes tend to be downregulated. Mapping of the proteomics data to all sense–antisense pairs consisting of a protein-coding gene and an ncRNA revealed systematic reductions in protein levels at loci where antisense is in excess (Fig. 2a,b). A significant proportion of downregulated proteins are involved in amino acid metabolism, cofactor metabolism and ribosome biogenesis; categories with reduced antisense levels and increased protein production include the CESR and carbohydrate metabolism (Fig. 2c). These data implicate antisense ncRNAs in modulating protein production in response to stress.

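The protein values in Supplementary Data 2 are the paper's log2 changes, and the table lists only the proteins that the paper called changed, 417 in WT and 297 in the libraries labelled *atf21Δ*. The paper measured them with technical injections and without biological replicates. Each SD and p below therefore covers the spread over pairs, not that between cultures. They matched 49 WT and 38 *atf21Δ* pairs of a protein-coding gene and an ncRNA in Supplementary Data 4, so the set is smaller than the paper's. At each time the pairs were divided by whether the log2 change of the ncRNA exceeded that of the mRNA. At 30 min in WT it did in 23 pairs, whose paper's protein log2 change was −0.09 ± 0.42 (SD), against 0.39 ± 1.11 (SD) in the other 26. The difference was −0.48 (two-sided permutation test, p = 0.057). In the libraries labelled *atf21Δ* the 12 pairs at 30 min had −0.24 ± 0.31 (SD) and the other 26 pairs 0.35 ± 0.92 (SD), a difference of −0.59 (permutation p = 0.027). Over the 5 times the difference lay below 0 in 9 of 10 tests, and in WT at 15 min it was 0.02. Permutation p was under 0.05 in 2 of the 10 tests before adjustment and in 0 after Benjamini-Hochberg adjustment, where the lowest was 0.183. With the difference of medians in place of means, 5 of 10 permutation tests were under 0.05 after adjustment. The division by excess of antisense contains the change of the mRNA itself, and r between the paper's protein change and that of the mRNA was 0.87 in WT and 0.88 in the libraries labelled *atf21Δ* at 30 min, across pairs that are not independent replicates. At equal change of the mRNA, the partial r of protein with antisense change lay between −0.25 and 0.32 over the 10 tests. It was below 0 in 3 of them, and the lowest permutation p was 0.030, for a positive partial r, and 0.305 after adjustment. Holding the mRNA equal also removes any effect of antisense by way of the mRNA level, so the partial r cannot address such an effect. From the reductions of protein at loci with antisense in excess, the paper proposes a part for antisense ncRNAs in modulating protein production under stress.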

### Global interactions between adjacent gene pairs

One thousand eight hundred and fifty-three sense–antisense pairs (60% mRNA:mRNA; 40% mRNA:ncRNA) resulted from transcription beyond the 5′- and 3′-ends of a CDS (Supplementary Data 4). We asked whether regulatory sense–antisense interactions could arise from these overlaps. *De novo* re-annotation of the 5′- and 3′-boundaries of each gene using sequencing data from the entire time course identified a substantial number of genes with boundaries extending significantly further than currently annotated^12^. We performed a systematic comparison of the 3′ extents of 3,655 genes that have unambiguous boundary assignment in our study to the untranslatedregion (UTR) lengths reported in (i) Mata *et al*.^13^ and (ii) PomBase (Supplementary Fig. 6a,b). Two different UTR assignments were considered in ref. 13, one based on the most distal cleavage and polyadenylation site identified using the 3′ PolyA site mapping using complementary DNA circularization) protocol, and a second, based on the peak of the most distal cluster. Overall, the 3′-end defined by our approach shows good agreement with PomBase’s UTR annotation (Pearson’s correlation=0.97) and the longest UTR defined using the 3′ PolyA site mapping using cDNA circularization technique (Pearson’s correlation=0.94), but less so to boundaries identified from the cluster peak (Pearson’s correlation=0.68). These data suggest that many of the extensions that we observed in our data are likely to be due to extended transcript UTRs. However, as our data were generated using total RNA, it is possible that some of these extensions were also due to unprocessed transcripts.

The length of both the 5′- and 3′-non-coding regions segregated by GO Slim functional category (Supplementary Fig. 6c; for approach see refs 6, 14). The longest mean 5′-extensions were associated with the osmotic stress response, possibly as a consequence of regulation by the selection of alternate initiation sites. Thirty-four 5′- and seventy-six 3′-ends became elongated under stress (FDR<8%; Fig. 3a,b; Supplementary Data 5). No functional enrichment was observed for genes with extended 5′-boundaries, but the 3′-extended set was enriched for CESR genes (*P*=1.35 × 10^−11^, hypergeometric test). Fifty five per cent of genes that change at the 3′-end form convergent sense–antisense pairs with a neighbouring locus that also changed during osmotic stress (*P*=0.0045, hypergeometric test).

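Among the 76 genes that Supplementary Data 5 lists with an extended 3′ end, 35 have a convergent pair in Supplementary Data 4. In 23 of the 35 (65.7%, or 30.3% of the 76) a partner was called changed by limma in either strain. With pairs for only 35 of the 76, this share is capped below the one the paper gives. It is therefore not the paper's measure, and the paper's test was not repeated. Of the 1936 other genes with a convergent pair, 1306 (67.5%) had a changed partner (Fisher's exact test, two-sided, p = 0.86). The difference of −1.74 percentage points changed sign with several settings. It was 5.40 with quantile normalization, 1.35 with replicate number as a factor and 0.474 on the RPKM as deposited. Leaving out single libraries gave from −9.61, without replicate 1 labelled *atf21Δ* of 30 min, to 6.72, without replicate 3 of WT at 15 min. Also without replicate 1 of WT at 15 or 180 min (1.06 and 1.73), or of the libraries labelled *atf21Δ* replicate 1 or 2 at 15 min (2.66 and 2.46) or 2 or 3 at 120 min (0.115 and 0.0118), the difference was above 0.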

Overall, a global pattern was observed in which convergent gene pairs involving at least one CESR gene are predominantly anti-correlated, while divergent gene pairs are largely positively correlated, irrespective of whether the sense gene was a CESR gene or not. This effect was increased when only stress-responsive mRNA:ncRNA pairs were considered (Fig. 3c; Supplementary Data 3). 

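Over the 1853 pairs of Supplementary Data 4, 1174 convergent and 679 divergent, Pearson's r was computed on log2 RPKM across the 18 libraries of each strain. The median r was 0.32 for convergent and 0.37 for divergent pairs in WT, and 0.38 and 0.39 in the libraries labelled *atf21Δ*. These medians pool types of pair in different shares, since 846 convergent but only 273 divergent pairs joined mRNA with mRNA. Between mRNA and ncRNA the convergent and divergent medians were 0.22 and 0.31 in WT, and 0.21 and 0.31 in the libraries labelled *atf21Δ*. Between mRNAs they were 0.39 and 0.48, and 0.44 and 0.53. The types were not tested separately. Over all pairs the mean r of convergent pairs was lower by a difference of −0.0459 in WT (two-sided permutation test, p = 0.0062, 0.012 after Benjamini-Hochberg adjustment over 2 tests) and of −0.0386 in the libraries labelled *atf21Δ* (permutation p = 0.023). Without replicate 2 the latter was −0.0306 (permutation p = 0.085), and with Spearman's rho it was −0.0210 (permutation p = 0.20). Within the types, the medians of rho in these libraries were 0.19 convergent and 0.29 divergent between mRNA and ncRNA. Between mRNAs they were 0.45 and 0.51. On the means of the 6 time points the difference was −0.0686 in WT (permutation p = 0.0026) and −0.0922 in the libraries labelled *atf21Δ* (permutation p = 6.0e-05). The scaling moved the level of r most. After scaling by a trimmed mean of log ratios the medians were −0.02 and 0.11 in WT and −0.03 and 0.10 in the libraries labelled *atf21Δ*, and the differences were −0.107 and −0.119 (permutation p = 1e-05 for each, the smallest they can give). The 29 convergent pairs with 1 of the 84 marked CESR genes had a median r of −0.15 in WT, with 55.2% of the pairs below 0, and of −0.02 in the libraries labelled *atf21Δ*, with 51.7% below 0. The 13 divergent pairs had medians of 0.31 and 0.46, with 46.2% and 38.5% below 0. No test was made for the pairs with a CESR gene. Pairs share genes and are not independent replicates.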

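In WT, Supplementary Data 3 holds 8 convergent pairs with a CESR gene and 110 without. Their median r over the 18 libraries was −0.68 and 0.21, and r was below 0 in 6 of the 8 and in 37 of the 110 (33.6%). The difference of mean r was −0.576 (two-sided permutation test, p = 0.00016, 0.00064 after Benjamini-Hochberg adjustment over 4 tests). Among the 107 convergent pairs of the libraries labelled *atf21Δ*, 9 had a CESR gene. The medians were −0.35 and 0.13, r was below 0 in 7 of the 9 and in 39 of the other 98 (39.8%), and the difference of mean r was −0.451 (permutation p = 0.0016, adjusted 0.0031). The 8 divergent CESR pairs of WT had a median r of 0.37 and the other 120 of 0.34, a difference of mean r of −0.150 (adjusted permutation p = 0.36). For the 10 and 95 divergent pairs of the libraries labelled *atf21Δ* the medians were 0.49 and 0.39 and the difference −0.0391 (adjusted permutation p = 0.76). Scaling by a trimmed mean of log ratios moved these results most. The convergent difference was then −0.377 in WT (adjusted permutation p = 0.032) and −0.232 in the libraries labelled *atf21Δ* (adjusted permutation p = 0.24). The divergent difference in the libraries labelled *atf21Δ* was then 0.124, and without replicates 1 or 3 it was 0.0032 or 0.0060. The difference between convergent and divergent pairs in the effect of a CESR gene was not itself tested.

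**Figure D2:**
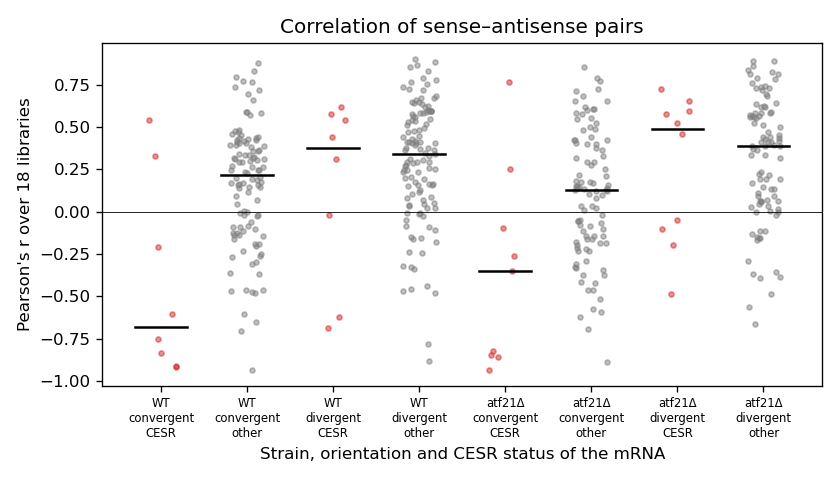
Pearson's r of each sense–antisense pair of Supplementary Data 3 (points) over the 18 libraries of a strain, by strain, orientation and whether the mRNA is a CESR gene, with a line at each median. The median of the 8 convergent CESR pairs in WT is −0.68 and that of the other 110 is 0.21.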

Taken together, these data are indicative of a global system distributed throughout the genome in which antisense transcripts, including those that arise from dynamic changes at the 5′- and 3′-ends of genes, are used to regulate protein expression. The recent identification of substantial isoform complexity in the budding yeast genome^15^ raises the possibility that these phenomena may result at least in part from the dynamic regulation of constellations of multiple overlapping isoforms, rather than simply from changes to the UTRs of a single predominant transcript.

### *SPNCRNA.1164Δ* cells are resistant to oxidative stress

As *cis*-acting regulatory interactions between overlapping transcript pairs have been successfully recapitulated in *trans* from a spatially distinct locus^4^, we hypothesized that natural *trans*-acting non-coding regulators might also occur. We grouped protein-coding genes by GO Slim category, and then searched for ncRNAs with significantly correlated expression profiles to a disproportionate number of members of a given functional group. (|*ρ*|>0.7; hypergeometric test, FDR<5%). ncRNAs were found to be associated with 45 functional categories, including CESR, osmotic stress and carbohydrate metabolism (Fig. 4a; Supplementary Fig. 7; Supplementary Data 6). 

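For each of the 350 ncRNAs called changed in either strain, the protein-coding genes with a Pearson's r over 0.7 or under −0.7 were counted among the 4873 tested, over the 18 libraries of each strain. The median number with r over 0.7 was 122 in WT and 104 in the libraries labelled *atf21Δ*, and with r under −0.7 it was 6 and 5. Across ncRNAs, which are not independent replicates, Spearman's rho between the numbers of the strains was 0.61 (bootstrap 95% interval 0.52 to 0.68) for r over 0.7 and 0.50 (0.41 to 0.58) for r under −0.7. After scaling by a trimmed mean of log ratios the 2 values were 0.43 and 0.43. The median number was then 50 in WT and 57.5 in the libraries labelled *atf21Δ* over 0.7, and 44.5 and 66 under −0.7. Without scaling, the medians under −0.7 rose to 17.5 and 13 without replicate 1 and to 21 and 39 without replicate 3. Over means of the 6 time points they were 139 and 138.5, and on untransformed RPKM they were 2 and 2. The counts do not show whether the same genes were correlated in both strains. GO Slim categories were not analysed here.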

Although these associations were generally well preserved between the WT and *atf21Δ*, specific non-coding loci behaved differently. We pursued one further, *SPNCRNA.1164*, by phenotypic characterization of its deletion strain. This transcript was chosen because deletion of *atf21* substantially modified its associations with functional groups, including CESR- and osmotic stress-specific transcripts, and signalling (Fig. 4b). 

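The transcript is annotated on chromosome III from 966133 to 971255 on the plus strand. Its RPKM in WT was 0.568 ± 0.134 (SD, n = 3) at 0 min, 3.30 ± 0.861 at 15 min and 1.77 ± 0.175 at 30 min. In the libraries labelled *atf21Δ* it was 1.03 ± 0.239 (SD, n = 3), 3.85 ± 0.340 and 2.73 ± 0.793. The log2 change at 15 min was 2.22 in WT (standard error 0.23, adjusted p = 3.5e-06 from limma with Benjamini-Hochberg adjustment). In the libraries labelled *atf21Δ* it was 1.88 (standard error 0.20, adjusted p = 1.5e-06 from the same limma test with Benjamini-Hochberg adjustment). With r over 0.7, 44 of the 4873 protein-coding genes followed the transcript in WT and 60 in the libraries labelled *atf21Δ*. With r under −0.7 there were 1047 and 413. Leaving out replicate 1 or 3 of the libraries labelled *atf21Δ* raised the 413 to 849 or 819, while leaving out replicate 2 lowered it to 324. In WT the number was 1235, 1278 and 1144 without replicates 1, 2 and 3, so it stayed above that of the libraries labelled *atf21Δ*. The size of the gap between the strains in this count thus depends on the replicate number left out, and the gap was not itself tested. With Spearman's rho 697 genes in WT and 75 in the libraries labelled *atf21Δ* were under −0.7. Scaling by a trimmed mean of log ratios gave 224 genes over 0.7 and 360 under −0.7 in WT, and 313 and 452 in the libraries labelled *atf21Δ*, an order of the strains opposite to that without scaling for r under −0.7.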

Serial dilution assays were used to monitor the sensitivity or resistance of the deletion strain to a panel of stresses (sorbitol, hydroxyurea, CdSO_4_, KCl, CaCl_2_, H_2_O_2_, tert-butyl hydroperoxide solution (t-BOOH)). Deletion of the full-length transcript (*snr1L*) led to mild resistance to H_2_O_2_ and t-BOOH, but had no effect in response either to sorbitol (Fig. 5b) or the other stresses tested (data not shown). Transcript levels of the four ATF transcription factors were maintained in response to sorbitol (Fig. 5c), but *atf1* and *pcr1* transcript levels were reduced significantly following treatment with t-BOOH (Fig. 5d). *SPNCRNA.1164* is complementary to two shorter antisense ncRNA regions within the locus: *SPNCRNA.1165* and *SPNCRNA.1166*/*prl6* (Fig. 5a). Deleting the 3′ non-overlapping portion of the gene (*snr1S*) recapitulates the phenotypes observed for *snr1L* under both oxidative and sorbitol stress (Fig. 5b). Levels of the four ATF transcription factors also behave similarly in response to t-BOOH (Fig. 5d).

### Loss of *SPNCRNA.1164* alters levels of Atf1

As Atf1 is a major downstream effector of the SAPK pathway^16^, we asked whether changes in the protein levels mirrored those of the transcript. Western blotting confirmed that a >3-fold reduction in protein levels were observed within 15 min following addition of t-BOOH (one-sided *t*-test, *P*=0.02; Fig. 6a,b). Levels of five transcripts known to be induced by oxidative stress (*trr1*, *tpx1*, *gst2*, *caf5*, *bfr1*) were monitored by quantitative PCR. The magnitude of induction for three transcripts (*gst2*, *caf5*, *bfr1*) was significantly reduced in the *snr1L* strain (Fig. 6c). We asked whether *SPNCRNA.1164* levels were dependent on the MAPK Sty1 upstream of Atf1. In WT cells *SPNCRNA.1164* was induced in sorbitol and H_2_O_2_ but not t-BOOH. Deletion of *sty1* substantially alters these dynamics (Fig. 6d). As it has been previously shown that *atf1Δ* cells are resistant to t-BOOH^17^, it is tempting to speculate that the *snr1Δ* phenotype observed here may, in part, be a consequence of reduced Atf1 levels. However, unlike *atf1Δ* cells, loss of *snr1* does not confer sensitivity to H_2_O_2_ (ref. 17), suggesting that precise Atf1 levels may be important, and that other factors are likely to be involved, such as the cell integrity pathway that signals into Atf1 via the MAPK Pmk1 (ref. 18).

## Discussion

Together, these results reveal a set of interlocking global systems comprising protein coding genes, regulatory overlaps between adjacent gene pairs and multiple independent ncRNAs. Examination of one locus reveals that these transcripts can have a direct effect on the level of Atf1, demonstrating for the first time that ncRNA systems have a role in the core stress response system, and adding further branches to the central MAPK signalling pathway. Their potential importance is further highlighted by the recent identification of a stress-induced ncRNA that acts as a positive regulator of Cdc28, the cyclin-dependent kinase 1 in budding yeast^19^. The stress response is complex and must be temporally staged, modulated according to the level of stress, programmed to cross-protect against future insults that are likely to occur^20^,^21^,^22^ and mounted at physiological timescales. It requires substantial levels of regulatory control. The addition of ncRNA to the systems that control Atf1 levels adds further complexity to a protein that acts not only as a transcription factor downstream of the SAPK pathway^16^, but also in the nucleation of constitutive heterochromatin^23^. The existence of multiple stress-dependent ncRNAs with strong statistical associations to protein coding loci (Fig. 4) suggests their involvement in many systems, although the precise mechanisms by which this is achieved have yet to be elucidated. Detailed studies have revealed a spectrum of related but different mechanisms by which ncRNAs can function^24^,^25^,^26^,^27^,^28^,^29^,^30^,^31^,^32^,^33^, suggesting that different loci are likely to be regulated through different combinations of mechanisms.

The ubiquity of non-coding genes, combined with the ability of cells to invoke rapid changes to the transcriptome, suggests that ncRNAs may lend considerable information processing capacity to the regulatory systems within a cell. The high conservation of core components of the chromatin modification, RNA interference and MAPK pathways between *S. pombe* and *Homo sapiens* suggests that similar mechanisms also exist in human cells.

## Methods

### Strains and stress experiments

*S. pombe* strains used in this study are listed in Supplementary Table 1. The deletion mutants were constructed by PCR deletion technique^34^ using pFA6kan^R^MX6 or pFA6natMX6 as templates^35^. Standard genetic procedures and culture methods of *S. pombe* were carried out following protocols in Moreno *et al*.^36^

For the stress experiments, cells were cultured in yeast extract medium and harvested immediately before and at different times (osmotic stress: 15, 30, 60, 120 and 180 min; all other stresses: 15, 30 and 60 min) after addition of stress-inducing agents to the culture. The stress conditions were induced by the addition of different drugs as follows. Osmotic stress: sorbitol (Sigma S6021) was added to a final concentration of 1 M. Genotoxic stress: hydroxyurea (Sigma H8627) was added to a final concentration of 2 mM. Heavy metal stress: cadmium sulphate (CdSO_4_, Sigma C2919) was added to a final concentration of 0.2 mM. Salinity stress: potassium chloride (KCl, VWR International Ltd 437025H) and calcium chloride (CaCl_2_, Sigma C3306) were added to a final concentration of 0.6 M and 100 mM, respectively. Oxidative stress: hydrogen peroxide (H_2_O_2_, Sigma H1009) was added to a final concentration of 1 mM; t-BOOH (70% in H_2_O, Sigma 458139) was added to a final concentration of 0.75 mM.

For the dilution assays, cells taken from an exponentially growing culture at a concentration of 1 × 10^6^ cells per ml were serially diluted five-fold a total of 4 times, 5 μl of each dilution including the starting dilution was spotted onto yeast extract plates containing no drug, 1 M sorbitol, 1 mM H_2_O_2_, 0.75 mM t-BOOH. The plates were incubated at 30 °C and photographed after 4 days.

### RNA extraction and library construction

Total RNA was extracted by treatment with hot acidic phenol–chloroform, followed by phenol–chloroform extraction and RNA precipitation. Detailed procedures can be found in ref. 37. Then RNA was column purified using QIAGEN RNeasy Kit 74104 according to the manufacturer’s instructions. RNA quality was determined using an Agilent 2100 Bioanalyser. Ribosomal reduction of total RNA (8 μg) was performed using the Ribominus Eukaryote Kit for RNA-Seq (Invitrogen A10837-08) and the Ribominus Concentration Module (Invitrogen K155005). More than 90% ribosomal reduction was achieved for all samples when assessed on the Agilent 2100 Bioanalyzer. Libraries were prepared with 350 ng of ‘ribosomally reduced’ total RNA using the SOLiD Total RNA-Seq Kit (Life Technologies 4445374). We used the chemical hydrolysis method to fragment the RNA and performed size selection on Novex 6% TBE-Urea Gels (Invitrogen EC6865). Samples were multiplexed by barcoding with the SOLiD Transcriptome Multiplexing Kit (Life Technologies 4427046). Library quantification was carried out with the Quant-IT DSDNA HS Assay Kit (Invitrogen Q32851) on the Qubit Fluorometer (Invitrogen Q3287). Molarities were determined using a High Sensitivity DNA Assay (Agilent Technologies 5067-1504) before pooling the libraries in equimolar quantities. Emulsion PCR was carried out on the pooled libraries using an input of 0.5 pM in the EZ Bead System to prepare template beads following the manufacturer’s instructions (Life Technologies PN 4448417). Templated beads were then sequenced on a 5500XL Genetic Analyser (Life Technologies 4460730) according to the manufacturer’s instructions, to generate 50 bases strand-specific reads.

### Quantitative real-time PCR

cDNA was made using the QuantiTect Reverse Transcription Kit (200) (Qiagen 205313). Real-time PCR was performed using the Roche Probe Library system and the JumpStart Taq ReadyMix (Sigma D6442-400RXN) on the Applied Biosystems 7900 machines. Data were analysed with SDS2.4 software (Applied Biosystems). Relative transcript expression was normalized to Cdc2 and Ptc2. All primers are listed in Supplementary Table 2.

### Sequencing data analysis

Over 3.5 billion single-end 48 nucleotide reads were obtained from all sequencing libraries. Sequencing reads were aligned to the fission yeast genome (PomBase database release 11) using SHRiMP2 (ref. 38) with default parameters. Total number of reads that can be aligned to the genome at exactly one locus per sample range from 7.5 to 20.1 millions. These uniquely mapped reads were used to identify stretches of unambiguous transcription. Reads that aligned to more than one locus (generally paralogous regions in the genome) were discarded. Adjacent unambiguous transcription regions with minimum peak height of 2 and located within 50 bases of each other were merged into transcribed loci to yield an extensive transcription map of *S. pombe*. These regions were then positioned relative to known annotation and labelled according to the gene(s) they overlapped, using the Bioconductor package annmap^39^. Next, we identified for each transcribed locus its 5′- and 3′-extent in a given sample. Subsequent analysis was performed in R and Bioconductor software^40^ unless otherwise stated.

### Expression measure

The expression of a locus was measured by the reads per kilobase per million mapped (RPKM) score, which was calculated by counting the number of uniquely mapped reads in a given locus and normalizing for by transcript length and for the total read count in the library prep^41^. Unless otherwise stated, the RPKM values were used to calculate the log-transformed fold change (base 2) for analyses described in the text.

### Identification of stress-responsive transcripts

The Bioconductor packages limma^42^ and edgeR^43^ were used to identify transcripts that showed statistically significant variation in abundance in the stressed cells relative to unstressed cells at 0 min time point. The raw counts, not the RPKM, were used for differential expression analysis in edgeR. First, we filter the data such that the only feature (or gene) with at least one count-per-million reads in more than six samples were kept. Next, the data were normalized with the TMM (trimmed mean and M values) method and separate generalized linear models were fitted for WT and *atf21Δ* samples using the respective unstressed samples as reference. A feature is considered as significant if it is differentially expressed in at least one time point relative to unstressed reference (0 min). Five different contrasts were formulated to ask what genes respond to osmotic stress at each time point. Multiple hypothesis testing correction was performed across all contrasts so that the overall FDR is kept below 5%.

### Functional enrichment analysis of non-coding transcripts

We used a correlation-based approach to classify the putative function of the stress-responsive ncRNAs. In brief, we correlated the expression profile of each ncRNA to the expression profiles in the CDS region of the protein-coding gene, and used a hypergeometric distribution-based over-representation analysis approach to determine whether any functionally related groups of genes are significantly enriched within the set of protein coding genes that exhibited high correlation (absolute Pearson’s correlation coefficient>0.7) with the candidate ncRNA. We used GO Slim terms (see below for details) to group the protein coding genes into gene families. Next, we constructed an association matrix between ncRNAs and the significant terms (FDR<5%). The resulting matrix was clustered using the Euclidean distance metric and complete linkage method.

### GO Slim and gene set collection

A list of 43 GO Slim terms^44^ specific for *S. pombe* genes was obtained using the online GO Slimmer tool (http://amigo.geneontology.org/cgi-bin/amigo/slimmer). Three additional gene sets were manually added to the collection, including ‘core environmental stress response’, ‘osmotic-stress specific’ and ‘non-coding RNA’. The ‘core environmental stress response’ gene set contains 178 CESR genes reported in ref. 2, the ‘osmotic stress-specific’ gene set contains 18 genes reported in 2 and the ‘non-coding RNA’ gene set contains 1,568 known non-coding transcripts from PomBase.

### Determining systematic change in gene boundaries

We used a permutation-based approach to systematically assess whether a gene has 5′- or 3′-boundary that is consistently longer in a specific time point following stress induction compared with that in the unstressed cells at 0 min. The extent of the boundary was defined as the distance from the first nucleotide in the 5′- or 3′-end to its CDS. We used the aligned RNA-Seq data to re-map all gene boundaries in the genome and filtered the data using the following criteria: (1) loci with boundaries spanning multiple open reading frames were discarded, (2) genes with mean expression (as measured by log_2_ RPKM) in the coding sequence region <2 were removed because these loci typically have low number of reads and thus unreliable boundary determination, (3) boundary data are missing when a gene is not expressed or does not have reads aligned to the re-mapped untranslated region. We retained only the genes for which boundary data is available in at least two of the three replicates per stress time point. After these filtering steps, 2,567 (5′-ends) and 3,036 (3′-ends) genes remained. For each gene we computed a metric, denoted as *L*, to estimate the range that we would expect to see the boundary vary. *L*=[mean (*y*)−2 × s.d.(*y*), mean (*y*)+2 × s.d.(*y*)], where *y* are pooled boundary extents at 0 min from the WT and mutant time courses. We then checked whether the boundary extents detected at 15, 30, 60, 120 and 180 min following stress induction fall within or beyond the range given by *L*. Ten thousand permutations were performed by randomizing the sample labels across the entire osmotic stress time course to assign significance (empirical *P*-value) to the observed magnitude of change. For each gene boundary, the empirical *P*-value was calculated as the proportion of times the boundary extent in stress conditions was longer than that in the unstressed cells at 0 min in the randomized samples. We considered boundaries that changed by least 30 nucleotides in all three replicates in a specific time point relative to 0 min with empirical *P*-value<0.05 as significant (FDR<8%).

### Label-free quantitative proteomics

#### Protein reduction, alkylation and digestion

A total of 50 μg of protein extract was reduced by addition of TCEP (tris(2-carboxyethyl)phosphine) to a final concentration of 5 mM at 60 °C for 60 min. Reduced cysteine residues were then alkylated with the addition of methyl methanethiosulphonate to a final concentration of 10 mM followed by 10 min incubation at room temperature. Fifty micrograms of protein was then digested by addition of 5 μg of sequencing grade trypsin followed by agitated incubation at 37 °C for 18 h as previously described^45^. The digests were desalted as previously described by Villen and Gygi^46^ as follows. The total 50-μg peptide digest was loaded onto a SepPak C18 SPE cartridge in 1 ml of 0.4% (v/v) TFA (trifluoroacetic acid) and peptides were desalted by addition of 5 ml 0.1% (v/v) TFA followed by 1 ml 0.5% (v/v) HAcO (acetic acid). Peptides were eluted by addition of 5 ml 50% (v/v) MeCN (acetonitrile), 0.5% HAcO. Desalted peptide digests were lyophilized to completeness before resuspension in 0.05% (v/v) TFA at a peptide concentration of 750 ng μl^−1^ for subsequent nano liquid chromatography–tandem mass spectrometry (MS/MS) analysis.

#### Nano liquid chromatography–MS/MS analysis

Seven hundred and fifty nanograms of peptides were separated using an RSLCnano HPLC (Dionex) as detailed below. Each sample was loaded onto an Acclaim PepMap C18 Nano-Trap column (300 μm internal diameter × 2-cm long, 5-μm particle size) in water, 1% (v/v) acetonitrile and 0.05% (v/v) triflouroacetic acid at a flow rate of 8 μl min^−1^ for 5 min. Peptides were then separated using an Acclaim PepMap C18 column (75 μm internal diameter × 100-cm long, 3-μm particle size) with a gradient of 1–35% (v/v) of acetonitrile, 0.1% formic acid over 70 min at a flow rate of 250 nl min^−1^. The nano-liquid chromatography effluent was sprayed directly into the LTQ-Orbitrap XL mass spectrometer (Thermo Fisher Scientific) aided by the Proxeon nano source at a voltage offset of 1.7 kV. The mass spectrometer was operated in parallel data-dependent mode where the MS survey scan was performed at a nominal resolution of 60,000 (at mass/charge (*m*/*z*) 400) in the Orbitrap analyser in an *m*/*z* range of 400–2,000. The top three precursors with charge states of 2, 3 and 4 were selected for collision-induced dissociation in the LTQ at a normalized collision energy of 35%. MS2 gas phase fractionation was employed to reduce redundancy within the data set. Each sample was analysed five times; in each case the MS1 data was collected in an *m*/z range of 400–2,000 and MS/MS acquisition was permitted only for multiply charged ions in the *m*/*z* range cuts of 400–525, 525–638, 638–766, 766–963 and 963–2,000. These gas phase fraction windows were calculated empirically from a pooled pilot injection to ensure each *m*/*z* window contained equal numbers of ions with charges considered for MS/MS. Dynamic exclusion was enabled to prevent the selection of a formally targeted ion for a total of 20 s.

#### MS data analysis

Following MS data acquisition, the Thermo Xcalibur RAW files were imported into Progenesis LC-MS software (version 3.0; Nonlinear Dynamics) with automatic feature detection enabled. A representative reference run was selected to which all other runs were automatically aligned in a pair-wise fashion. Features (peaks) were filtered for charge state (2, 3 and 4 accepted) and elution time window. The resulting MS/MS peak lists were exported as a single Mascot generic file and loaded onto a local Mascot Server (version 2.3.0; Matrix Science). We searched these spectra against the SwissProt/UniProt 2011 database (selected for *S. pombe*, X sequences, Y entries) using the following parameters: tryptic enzyme digestion with one missed cleavage allowed, precursor mass tolerance of 10 p.p.m., fragment mass tolerance of 0.6 Da, oxidation of methionines and deamidation of glutamine/asparagine as variable modifications, ion score significance threshold of *P*≤0.05. The resulting peptides were exported as an XML file from Mascot and imported back into Progenesis LC-MS to assign peptides to features. A table of all identified features along with their normalized peptide abundance in each sample was generated. In total, 7,330 (out of 58,211) features have peptide assignments and these peptides belong to 1,167 non-redundant proteins. We calculated an abundance measure for each protein by averaging the corresponding normalized peptide abundance. This results in a matrix consisting of 1,167 proteins and their respective abundance in each sample 5 technical replicate injections were available for each treatment, no biological replicate). This was analysed in the R/BioConductor package limma^42^ to identify stress-responsive proteins. A protein was considered as significant if its abundance showed differential changes in the stressed cells relative to unstressed cells in at least one time point at 5% FDR.

## Author contributions

H.S.L. performed the bioinformatics analyses. C.R.M.W. prepared samples of RNA and protein from *S. pombe.* K.D. conducted the molecular biology experiments. H.S.L., C.W., Y.L. performed initial alignment and data processing. Y.C., D.S. conducted the mass spectrometry. All authors planned the experiments and contributed to writing the manuscript.

## Additional information

**Accession codes:** Mass spectrometry data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository (dataset identifier PXD000894; DOI 10.6019/PXD000894). RNA Sequencing data have been deposited to GEO (Accession code GSE56761).

**How to cite this article**: Leong, H.S. *et al*. A global non-coding RNA system modulates fission yeast protein levels in response to stress. *Nat. Commun.* 5:3947 doi: 10.1038/ncomms4947 (2014).

## Supplementary Material

Supplementary Information Supplementary Figures 1-7 and Supplementary Tables 1-2

Supplementary Data 1 Transcripts that exhibit statistically significant changes in response to osmotic stress in wild type and Atf21 mutant cells.

Supplementary Data 2 Proteins that exhibit statistically significant changes in response to osmotic stress in wild type and Atf21 mutant cells.

Supplementary Data 3 Sense-antisense pairs involving stress-responsive ncRNAs in wild type and Atf21 mutant cells.

Supplementary Data 4 Sense-antisense pairs involving overlapping gene boundaries involving at least one protein coding locus.

Supplementary Data 5 5′ and 3′ ends that displayed significant changes in length relative to 0 min during osmotic stress. Separate worksheets also record all estimated 5′ and 3′ ends across the genome.

Supplementary Data 6 Functional categories significantly associated with stress-responsive ncRNAs for wild type and Atf21 mutant cells.

## Figures and Tables

**Figure 1:**
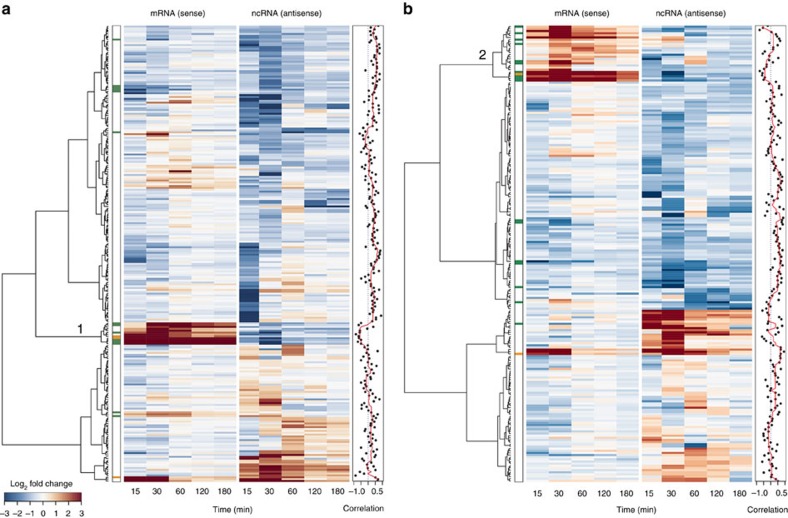
Stress-responsive ncRNA–mRNA sense–antisense pairs. (**a**) Sense–antisense pairs involving ncRNAs that changed significantly in abundance during osmotic shock in the WT. Rows represent log_2_ transcript levels (mean of three biological replicates) plotted relative to *t*=0, clustered by Euclidean distance. Columns are ordered according to timepoint. Pairwise Pearson’s correlation was computed for each pair (right hand panel). (**b**) Similar to **a**, but for the *atf21Δ* strain. Pairs in Clusters 1, 2 are anti-correlated in expression and functionally enriched for CESR (green) and osmotic stress-specific protein coding transcripts (orange).

**Figure 2:**
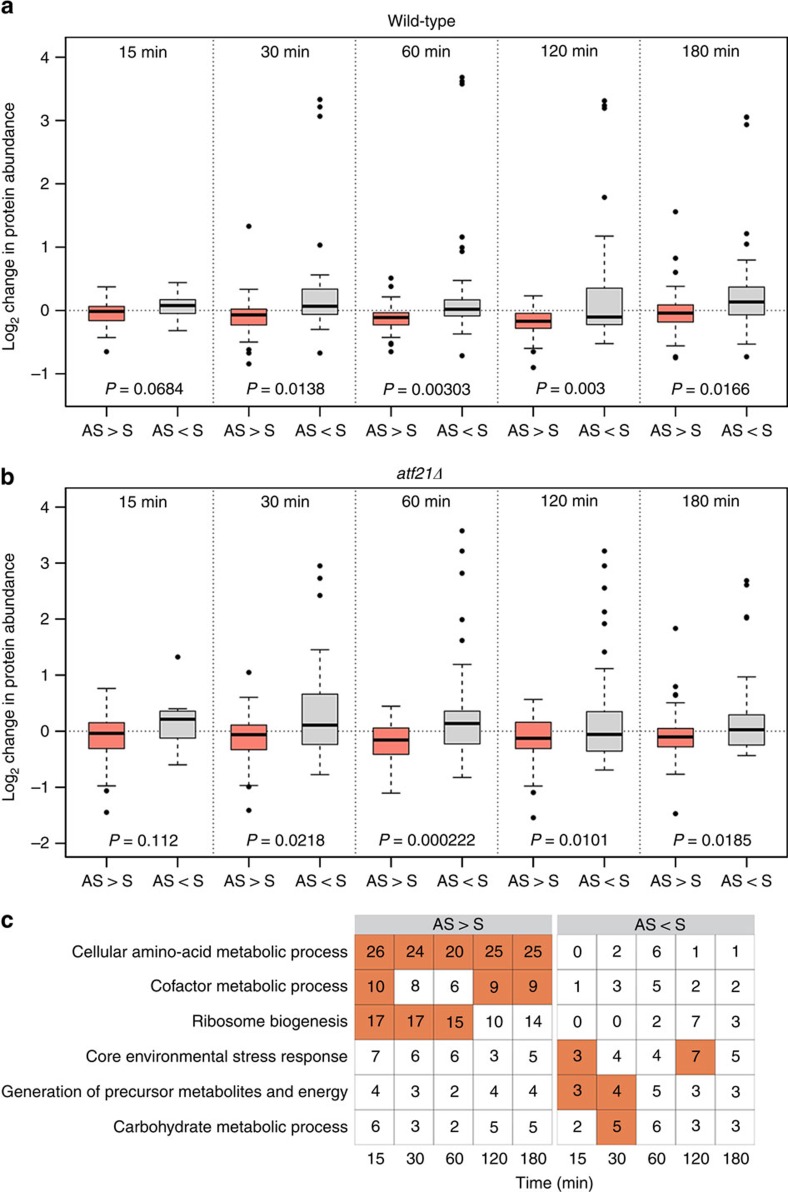
Global reduction of protein levels in the presence of *cis*-antisense. Box plots represent change in protein expression in WT (**a**) and *atf21Δ* (**b**) for which sense exceeds antisense (grey) and where antisense exceeds sense (red) in 140 sense–antisense pairs involving ncRNA. All data were normalized relative to *t*=0.Transcript levels are the mean of three biological replicates; protein expressions are the mean of five technical replicates. Whiskers correspond to the largest or smallest observation that falls within a distance of 1.5 times the interquartile range from the nearest hinge. *P*-value was calculated using *t*-test. (**c**) GO Slim categories that are significantly enriched in loci exhibiting either a higher level of antisense (AS>S) or of sense (S>AS) in **a** and **b**. The number of sense–antisense pairs for which the protein-coding transcripts were annotated to the GO Slim term is enumerated in each cell. Significant instances (hypergeometric test, FDR<5%) are coloured red.

**Figure 3:**
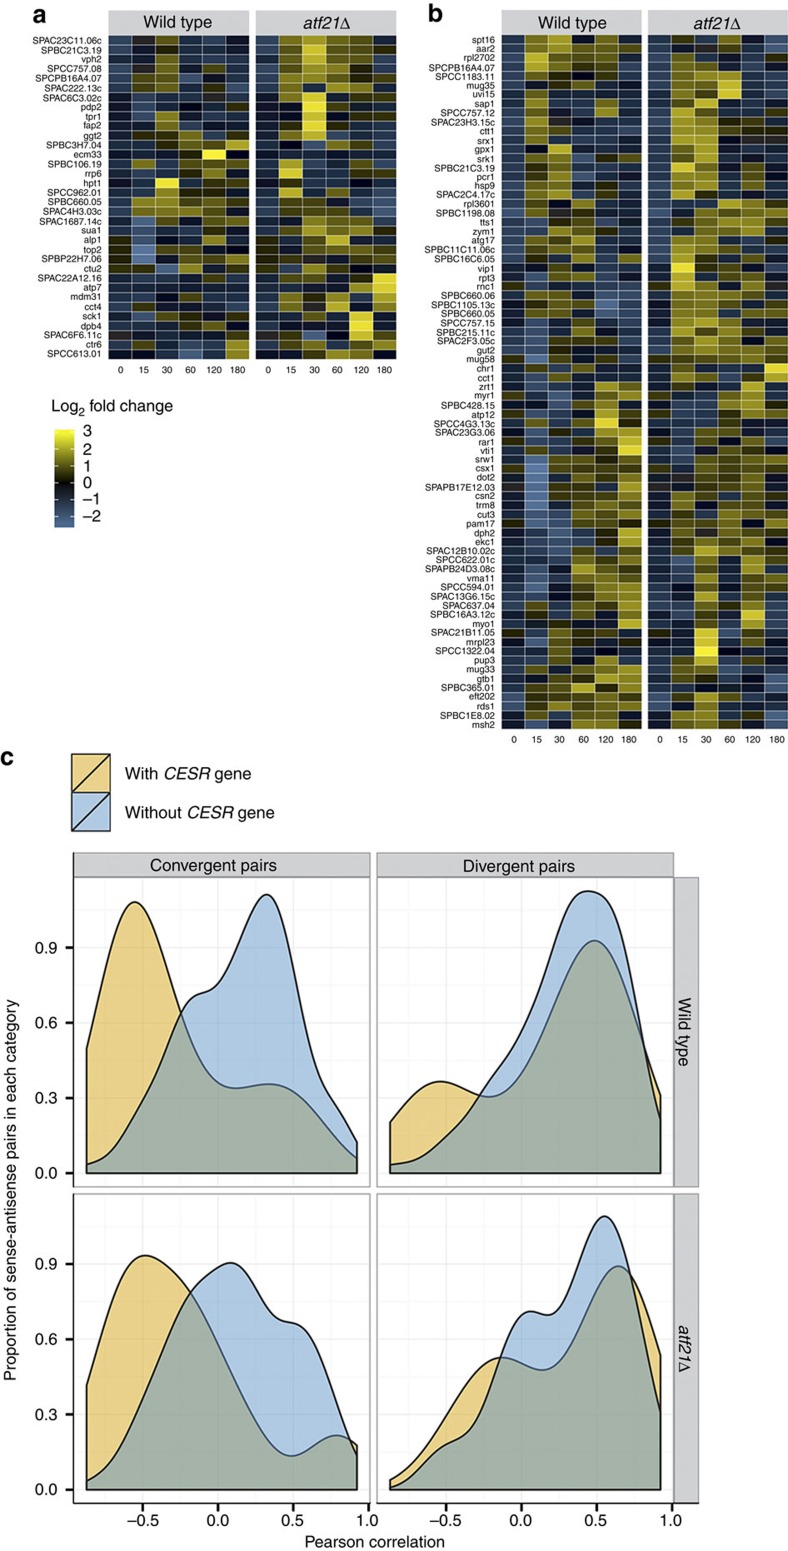
5′- and 3′-ends of genes are systematically regulated in response to osmotic stress. (**a**) Thirty-four loci exhibited significant alterations in the length of untranslated regions beyond the 5′-CDS boundary in response to osmotic stress (FDR<8%). Heatmaps are coloured by the fold change in length, relative to *t*=0 (log_2_ scale). Yellow indicates longer fold change, blue indicates shorter fold change. (**b**) Similar to **a**, but for the 76 genes with significant changes at the 3′-end. (**c**) Pearson’s correlation of transcript levels was calculated for the set of adjacent gene pairs (WT, *n*=246 pairs; *atf21Δ*, *n*=212 pairs) involving differentially expressed ncRNA transcribing towards each other (convergent pairs) and away from each other (divergent pairs). Convergent gene pairs involving a CESR gene (yellow) tend to be anti-correlated relative to those without a CESR gene (blue). Divergent gene pairs tend towards positive correlation. WT (top); *atf21Δ* (bottom).

**Figure 4:**
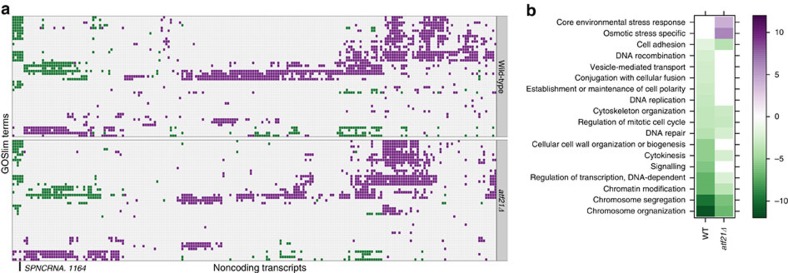
Significant associations between ncRNAs and protein coding gene families. (**a**) Stress-responsive ncRNAs are significantly associated with a diverse set of functionally related groups of genes. Coloured cells correspond to ncRNAs (columns) that are positively correlated (Pearson’s *ρ*>0.7; purple) or anti-correlated (Pearson’s *ρ*<−0.7; green) to the expression profiles of a significant number of protein-coding transcripts in a given GO Slim category (rows), at FDR<5%. Selected families are highlighted. Complete annotation for all differentially expressed ncRNAs in both WT and *atf21Δ* strains can be found in Supplementary Fig. 7. (**b**) Specific functional associations for *SPNCRNA.1164* in the WT and *atf21Δ* strains, as calculated for **a**; coloured using −log_10_ *P*-value.

**Figure 5:**
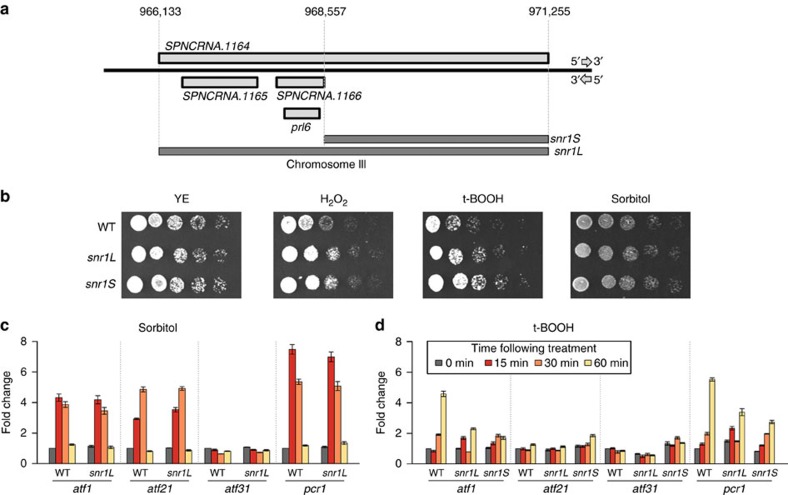
Osmotic stress-responsive ncRNA *SPNCRNA.1164* alters the oxidative stress response. (**a**) The *SPNCRNA.1164* locus, indicating the regions of the genome that were deleted. Two deletion strains were generated: (i) *snr1L*—the full-length transcript was deleted, and (ii) *snr1S*—the 5′-non-overlapping portion of the transcript independent of *SPNCRNA.1165* and *SPNCRNA.1166/prl6* was deleted. (**b**) Serial dilution assays reveal resistance to H_2_O_2_ (1 mM) and t-BOOH (0.75 mM), but not to sorbitol (1 M) in both *snr1L* and *snr1S* strains. The experiment was performed three times and representative results are shown. (**c**) Transcript levels of the four ATF transcription factors in the WT and *snr1L* cells following induction of stress by treatment with sorbitol (1 M) at indicated timepoints. (**d**) The four ATF transcription factors exhibited similar response to t-BOOH (0.75 mM) in both *snr1L* and *snr1S* strains. Mean and s.e.m. of three biological replicates are shown in **c** and **d**.

**Figure 6:**
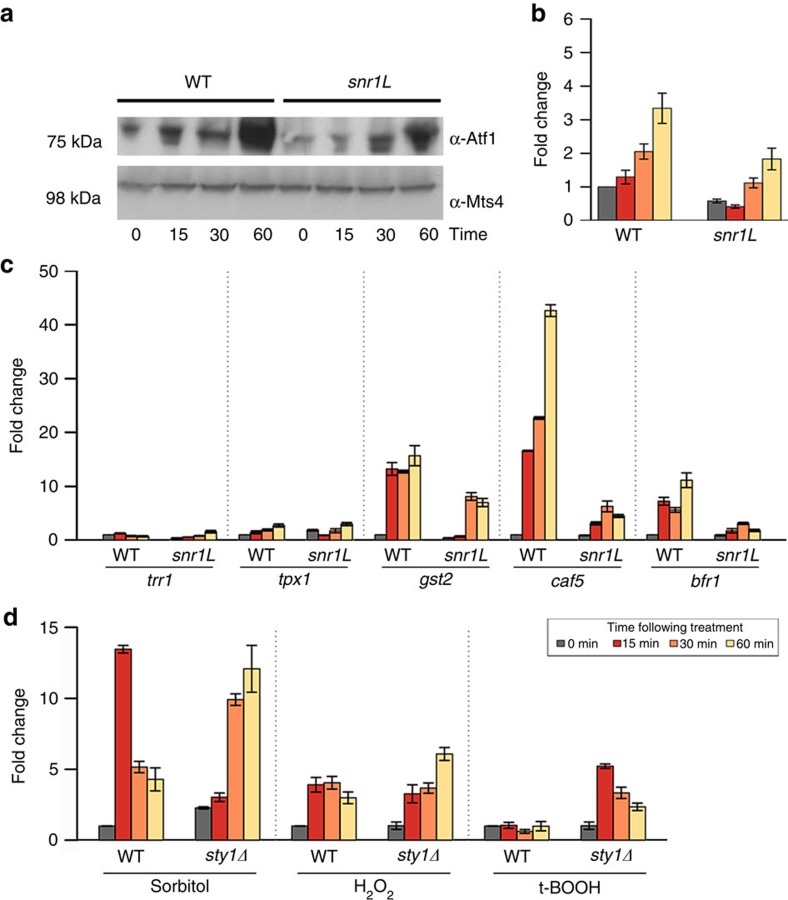
Atf1 protein levels are dependent on *SPNCRNA.1164*. (**a**) Representative western blotting showing decline in Atf1 protein levels in *snr1L* compared with WT cells following treatment with 0.75 mM t-BOOH. (**b**) Quantification of **a**. Mean and s.e.m. of five biological replicates are shown. (**c**) Transcript levels of known oxidative stress-responsive transcripts. (**d**) *SPNCRNA.1164* levels following induction of stress by treatment with sorbitol (1 M), H_2_O_2_ (1 mM) and t-BOOH (0.75 mM) in WT and *sty1Δ* cells. Mean and s.e.m. of three biological replicates are shown in **c** and **d**.

How the deposited data were processed for this re-analysis (not part of the article)

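RNA levels were taken from 36 strand-specific total RNA libraries of fission yeast, made from WT cells and from cells labelled *atf21Δ* before the addition of 1 M sorbitol and at 5 times during the stress (15, 30, 60 and 120 min, and last 180 min), with 3 biological replicates each. Each of the 36 columns of the deposited table belongs to 1 library, and the strain, time and replicate were taken from the column names and the sample records.

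The authors sequenced single-end reads on a SOLiD instrument, aligned them with SHRiMP2 at default parameters to the genome of PomBase release 11, discarded reads that aligned to more than 1 locus and counted the rest by strand on annotated features. The deposited values are RPKM, which the authors computed from the reads on the full span of each feature, its length and the number of uniquely mapped reads of the library, with no pooling of replicates and no further normalization between libraries. For the paper's own tests the authors used edgeR and limma with TMM normalization, and those values are not part of the deposited table. The table holds 7039 features: 5133 protein-coding genes, 1568 ncRNAs, 194 tRNAs, 55 snoRNAs, 49 rRNAs, 33 pseudogenes and 7 snRNAs. Because multiply aligned reads were discarded, values of paralogs and of multigene families count their unique sequence alone and are uncertain. Overlapping genes on opposite strands were told apart by strand, while features that overlap on 1 strand share reads.

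Each value multiplied by the length of its feature was a whole multiple of 1 step per library (100% of 253404 values), so reads per feature and library totals were recovered from the table. The libraries held from 7457173 to 20126545 uniquely mapped reads (median 12635482 in WT and 13135838 in the libraries labelled *atf21Δ*). The 10 features with the most reads took from 38.4% to 60.1% of the reads on features. The level at which a feature is near the floor was set to 3 reads. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Coordinates are those of the deposited table. The reference annotation at hand is of the assembly ASM294v3, so none of its coordinates was used.

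For tests of change over time, each library was scaled by an unweighted trimmed mean of log ratios (30% of log ratios and 5% of mean levels trimmed at each end), 0.5 was added and the RPKM was log2 transformed. The 5882 features with an RPKM of at least 1 in more than 6 of the 36 libraries were tested, 4873 of them protein-coding and 752 ncRNAs. limma 3.58.1 in R 4.3.3 fitted each strain on its own with time as a factor and a mean-variance trend. A feature counted as changed when its F-test over the 5 contrasts against 0 min had a Benjamini-Hochberg adjusted p under 0.05, and as changed by more than 2-fold when its mean log2 change passed that limit at 1 time point or more. Calls at single time points were adjusted over features and times together. The difference between the strains was tested with the 5 strain-by-time interaction terms in a fit of all 36 libraries. Correlations of transcript pairs were taken over the 18 libraries of a strain on log2 RPKM after adding 0.5, without the scaling. Groups of pairs were compared by two-sided permutation tests (100000 resamples, smallest p 1e-05), and shares were given Wilson 95% intervals. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

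The features named are those that the paper names in its RNA results, the 3 largest rises and falls at 30 min among protein-coding genes and among ncRNAs that changed in both strains with every library of 30 min beyond every library of 0 min, and the 3 convergent pairs with a CESR gene that had the lowest r in WT. This rule, the main tests and most alternatives were set before the data were examined. Those alternatives were pseudocounts of 0.1 and 1, no scaling, quantile normalization, no filter, an RPKM of at least 5, replicate number as a factor, limma without the trend, 1 fit of all libraries, Spearman's rho, means of time points, scaled levels for correlations, medians for protein changes, 1 pair per mRNA or protein, and leaving out each library or replicate number. Added after the data were seen were voom on the recovered reads, a filter on reads scaled to library size in more than 6 libraries (5936 features), correlations after removing the mean of each replicate number, correlations of untransformed RPKM, and log2 ratios of group means without a pseudocount. The last 2 are the scales on which the paper's tables could be met. For all 246 WT pairs and all 212 pairs of the libraries labelled *atf21Δ* in Supplementary Data 3, r of untransformed RPKM was within 0.001 of the paper's.

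The limma procedure was tested on simulated reads for 5882 features with a dispersion of 0.06, 200 features changed and 10 draws. At a 4-fold change it recovered 98.7% of the changed features, and 6.613% of its calls were false. At 2-fold it recovered 39.65%, and 10.42% of calls were false. With no change it made 1 call per draw. The first limits set for this test, on the share of false calls, were not met. Most false calls (76.84% at 2-fold and 63.57% at 4-fold) fell on features with fewer than 50 reads per library. These limits were then removed, after the output was seen, and no limit on false calls took their place. The checks that remained covered all features. They were the size of the simulated changes and the share of unchanged features with an unadjusted limma p under 0.05 (4.782% to 4.854%). The procedure was kept. voom recovered 49.35% at 2-fold with 6.036% of calls false, and 99.8% at 4-fold with 4.941% false. The permutation test of pair labels gave an unadjusted p under 0.05 in 3.5% of 200 draws without a difference and in 98% with a difference of 1.5 SD.

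Supplementary Data 1 was held only in part, with 1997 features for WT, fewer than the total the paper states, and 1279 of the 3044 changed genes of the libraries labelled *atf21Δ*, so no test was made on it as a set. Protein levels were taken from Supplementary Data 2 as the paper gives them. The full list of CESR genes, the GO Slim lists, the positions of reads within features and the raw reads were not analysed here, and the enrichments of the paper were not recomputed.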

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

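The tests of the *atf21* reads were chosen after the levels had been seen, while the exchange of strain labels was chosen before.

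Transcripts of the deleted gene in the libraries labelled *atf21Δ*. The paper describes this strain as a deletion of *atf21*, lists the gene as changed in it in Supplementary Data 1 and does not discuss reads on the gene there. At 60 min the libraries labelled *atf21Δ* held an RPKM of 2.72 on the annotated span, against 0.435 in WT, and the gene was listed with reads in each of these 18 libraries. Its response also differed between the strains, with an adjusted p of 0.00073 from limma's interaction test with Benjamini-Hochberg adjustment. On the log2 scale the response was lower by a difference of −1.11 (standard error 0.31) at 15 min and −1.16 at 30 min in the libraries labelled *atf21Δ*, and higher by 1.16 at 60 min. With voom on the recovered reads the limma and Benjamini-Hochberg adjusted p was 0.412, and over the other alternatives it ran from 0.00023 to 0.013. At 60 min each of the 3 libraries labelled *atf21Δ* lay above each WT library. The counts cannot tell whether libraries were exchanged between the strains. If the deletion left no reads on the span, 3 of the 6 libraries of 30 min would lack the transcript, with or without an exchange. The fewest reads on the gene in any of them was 509, which neither labelling explains. If the deletion leaves reads on parts of the span, these counts cannot exclude an exchange. A constant share of WT RNA mixed into the libraries, as the only source of the reads, is argued against. It would hold the ratio to WT under 1 and alike at each time, and the ratio of the means was 0.707 and 0.748 at 15 and 30 min and 6.24 at 60 min. A share of WT cells that differed between times cannot account for 60 min either, as no share brings the level above that of WT cells that respond like the WT cultures. The lowest library labelled *atf21Δ* of that time held 4.08 times the RPKM of the highest WT library. At 15 and 30 min such a share cannot be told apart from the other explanations, since any ratio under 1, such as 0.707 at 15 min, allows it. What also stays open is where on the gene the reads lie. Reads from parts of the span outside the coding sequence, which a deletion of the coding sequence may leave in place, cannot be told apart from reads across the whole gene, because the table gives 1 value per span. The ratio of 0.748 at 30 min allows either. An incomplete deletion and an effect of the deletion on what remains of the transcript were not tested. Statements about the loss of *atf21* are therefore made here for libraries with that label.

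A difference between the strains in *urg3*. This gene (SPAC1002.18, chromosome I, 1832317 to 1833811), which the paper lists as changed in both strains in Supplementary Data 1 and does not discuss, passed the test of the difference between the strains' responses with an adjusted p of 0.0021 (limma, Benjamini-Hochberg). Its RPKM was 17.7 ± 0.682 (SD, n = 3) at 0 min, 16.8 ± 3.94 at 30 min and 41.5 ± 9.15 at 60 min in WT. The libraries labelled *atf21Δ* had 20.7 ± 5.70 (SD, n = 3), 30.2 ± 5.74 and 85.0 ± 4.69. Each of the 3 libraries labelled *atf21Δ* lay above each WT library at 60 min, and the log2 response was higher by 0.92 (standard error 0.18). From 356 to 1394 reads in WT and from 1776 to 2040 in the libraries labelled *atf21Δ* lay behind the values of 60 min, so the values do not lie near the floor. The scaling of the libraries bears on the call, since the limma and Benjamini-Hochberg adjusted p was 0.846 on the RPKM as deposited and ran from 0.0011 to 0.014 over the other alternatives. For the 2 features together, exchanging strain labels at random within time points gave as many features in 14 of 100 exchanges, the real labels included, and the other 86 gave fewer. A share of 14 in 100 does not pass the limit of 0.05 set before. The number rests on 1 library too, with 35 features without replicate 2 of WT at 15 min. That exchange test does not address either gene alone. An effect of the deletion on *urg3* stays open, as does a difference between the cultures that the design does not name, such as the phase of growth, and neither was tested.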

How the results depend on the processing

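Voom, untransformed RPKM for correlations, removal of replicate means from correlations and the filter on reads scaled to library size were chosen after the data were seen, and the other alternatives before the data were examined. For the values reported below as changed, the cause was not tested, except where a sentence gives one.

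The number of changed features kept within 1.5 times its reported value in each strain under each alternative, as did the calls lower at 30, 60 and 120 min in the libraries labelled *atf21Δ*. The share of the 84 marked CESR genes that changed, the convergent difference of r by CESR membership in WT, the difference between convergent and divergent adjacent pairs in WT and the difference for ncRNAs opposite CESR genes in WT kept their direction and their side of the threshold under each alternative run for them. For single named features, 784 values under alternatives that left out no library kept their direction and call, 9 became stronger and 8 weaker. Another 32 moved by more than their error when the log2 ratio of group means was used without a pseudocount, which by construction raises changes of features near 0. Leaving out single libraries made the call stronger for 6 values of named features and weaker for 24, while 1211 kept theirs. The log2 change of *atf31* at 15 min in the libraries labelled *atf21Δ* was 0.06 and reversed to −0.27 on the RPKM as deposited and to −0.13 without replicate 1 of that time. Single libraries left out gave from −0.13 to 0.24. None of these values of *atf31* passed the threshold.

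On the RPKM as deposited, 1603 features in WT and 1448 in the libraries labelled *atf21Δ* changed by more than 2-fold. The calls higher and lower in WT were 146 and 1945 at 15 min and 413 and 1609 at 30 min, and the calls higher were 119 at 120 min and 72 at 180 min. For the libraries labelled *atf21Δ* the calls were 153 higher and 2020 lower at 15 min. The calls higher were 552 at 30 min, 308 at 60 min and 176 at 120 min, and at 180 min 88 were higher and 450 lower. The interaction test passed 1 feature. Upregulated genes were highest at 30 min in 70.9% and 81.0%. Without scaling the median feature itself falls at 15 and 30 min, by construction of the scaling, which moves calls from higher to lower. With quantile normalization the calls in WT were 399 higher at 15 min, 235 lower at 120 min and 242 lower at 180 min, and 490 were higher at 15 min in the libraries labelled *atf21Δ*. A filter at an RPKM of 5 left fewer ncRNAs to test, and 50 and 57 changed in the 2 strains. It also removed *atf31*, the transcript of chromosome III from 966133 to 971255 and 3 of the other named ncRNAs, for which it gave no value. With voom 1 feature passed the interaction test. For the interaction test, a joint fit of all libraries is the test itself and gave no separate value.

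Replicate numbers were not taken as pairing the libraries, since not every pair of libraries of 1 number deviated from its group means together, but for some numbers they did. The correlation of deviations was over 0.1 in 15 of 15 pairs of replicate 3 in WT (lowest 0.106), and in 15 of 15 pairs of replicate 1 (lowest 0.158) and 14 of 15 of replicate 3 in the libraries labelled *atf21Δ*. It was over 0.1 in 10 of 15 pairs of replicate 1 and 2 of 15 of replicate 2 in WT, and in 4 of 15 of replicate 2 in the libraries labelled *atf21Δ*. Between libraries of different numbers its median was −0.071 in WT and −0.08 in the libraries labelled *atf21Δ*. With replicate number as a factor, the WT changed genes numbered 3429 and the atf21Δ changed genes 4127, the calls higher at 180 min in the libraries labelled *atf21Δ* were 472, and no other count moved by more than 1.5 times.

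Leaving out single libraries gave from 2741 to 3191 changed features in WT and from 3360 to 3653 in the libraries labelled *atf21Δ*. In WT the calls higher ran from 405 to 709 at 15 min, from 281 to 514 at 60 min, from 112 to 231 at 120 min and from 92 to 199 at 180 min, and the calls lower from 267 to 496 at 60 min and from 71 to 160 at 180 min. The libraries of 0 min moved the most of these counts. Without replicate 2 of 0 min they were 409 higher at 15 min, 267 lower at 60 min, 117 higher at 120 min, and 92 higher and 71 lower at 180 min. Without replicate 3 of 0 min they were 405 higher at 15 min, 122 higher at 120 min, and 102 higher and 81 lower at 180 min, and without replicate 1 of 0 min 81 were lower at 180 min. Without replicate 2 of 60 min 281 were higher at 60 min, without replicate 1 of 120 min 112 were higher at that time, and without replicate 2 of 180 min 105 were. The calls higher in the libraries labelled *atf21Δ* ran from 523 to 873 at 15 min and from 197 to 322 at 180 min, and the calls lower at 180 min from 136 to 237. Each of these 3 lowest counts came without replicate 2 of 0 min. The interaction test passed from 2 to 35 features, with 35 without replicate 2 of WT at 15 min.

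The difference in changed partners between 3′-extended and other genes reversed from −1.74 to 0.474 percentage points on the RPKM as deposited, 5.40 with quantile normalization and 1.35 with replicate number as a factor. It ran from −9.61 to 6.72 with single libraries left out. It was above 0 without WT replicates 1 (1.06) and 3 (6.72) of 15 min and 1 of 180 min (1.73), and without replicates 1 (2.66) and 2 (2.46) of 15 min and 2 (0.115) and 3 (0.0118) of 120 min of the libraries labelled *atf21Δ*.

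For correlations in the libraries labelled *atf21Δ*, the difference between convergent and divergent adjacent pairs was −0.0210 with Spearman's rho (permutation p = 0.20). It ran from −0.0532 to −0.0306 with a replicate number left out, and was −0.0306 without replicate 2 (permutation p = 0.085). After scaling by a trimmed mean of log ratios, the convergent difference by CESR membership was −0.232 (adjusted permutation p = 0.24), and the divergent one reversed from −0.0391 to 0.124. The latter was 0.0064 on untransformed RPKM and ran from −0.133 to 0.0060 with a replicate number left out (0.0032 without replicate 1 and 0.0060 without replicate 3). For ncRNAs opposite CESR genes in these libraries, the difference in log2 change at 30 min was −0.78 with a pseudocount of 0.1 (permutation p = 0.040). It ran from −0.62 to −0.46 with a replicate number left out, with −0.62 (permutation p = 0.029) without replicate 1.

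The difference in protein change at 15 min in WT reversed from 0.02 to −0.0247 with a pseudocount of 0.1 and −0.0065 on the RPKM as deposited. With a replicate number left out it ran from −0.0218, without replicate 3, to 0.0148, and it was −0.0135 without replicate 1. That of the libraries labelled *atf21Δ* ran from −0.0558 to 0.0120, the highest without replicate 3. The partial r at 15 min in WT was 0.0017 with a pseudocount of 0.1 and ran from −0.0388 to 0.0044, with 0.0044 and 0.0025 without replicates 1 and 3. The partial r in the libraries labelled *atf21Δ* ran from −0.0271 to 0.0555 at 120 min and from −0.0727 to 0.173 at 180 min, and both of the lowest came without replicate 1. With medians, adjusted permutation p fell below 0.05 for differences of −0.201 at 60 min and −0.152 at 120 min in WT, and of −0.307, −0.392 and −0.549 at 30, 60 and 120 min in the libraries labelled *atf21Δ*.

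The numbers of genes correlated with the transcript of chromosome III from 966133 to 971255 moved with most settings. Over means of the 6 time points, which leave fewer values and so wider sampling of r, 76 genes were over 0.7 and 2168 under −0.7 in WT, and 1884 under −0.7 in the libraries labelled *atf21Δ*. With Spearman's rho 97 were over and 697 under in WT, and 75 under in the libraries labelled *atf21Δ*. After scaling, 224 were over and 360 under in WT and 313 over in the libraries labelled *atf21Δ*, and on untransformed RPKM 14 and 21 were over in the 2 strains. Leaving out a replicate number gave from 324 to 849 under −0.7 in the libraries labelled *atf21Δ* (849 without replicate 1 and 819 without replicate 3). Spearman's rho between the strains in the numbers per ncRNA was 0.432 after scaling for r over 0.7. It ran from 0.490, without replicate 2, to 0.571 for r over 0.7, and from 0.386 to 0.466 for r under −0.7 (0.406 without replicate 1 and 0.386 without replicate 2).

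The depth limits the ncRNAs most. Fewer than 50 reads per library on average lay behind 566 of the 752 tested in WT and 530 in the libraries labelled *atf21Δ*.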

Differences from the paper's values

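Supplementary Data 1 was held only in part, with 1997 features for WT and 1279 of the paper's 3044 changed genes for the libraries labelled *atf21Δ*. For 95% of the features its log2 changes were met within 0.0638 to 0.365, over strains and times, by log2 ratios of the group means of scaled RPKM without a pseudocount, and within 0.141 to 0.518 by the main values. The median gaps were alike, at 0.0077 to 0.036 and 0.0079 to 0.041. The scale without a pseudocount was found after the values were seen. The differences in log2 change listed below also hold on that scale, except at the earlier time given for *atf21* in WT. There the gap lay within the limit that held 95% of the features. The alternatives are given on the scale used here for the main values.

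For *atf21* in WT, the log2 change at 15 min was 3.88 (6.61 on the paper's scale) and the paper's value is 6.33. The log2 change of *atf21* at 30 min in WT was 5.88 (8.68 on the paper's scale) and the paper's value is 8.44. On the paper's scale the gap at 15 min lay within 0.365, the limit that held 95% of the features in WT then. It therefore does not stand out from other features, while the gap at 30 min lay beyond its limit of 0.0934. The alternatives set before the data were examined were run only with a pseudocount, which shrinks the changes of features near 0. Their highest values were 5.50 and 7.55, so they cannot tell whether a setting closes the gaps on the paper's scale. The WT libraries of 0 min held from 1 to 4 reads on the gene.

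For SPBC24C6.09c in the libraries labelled *atf21Δ*, the log2 change at 15 min was 5.04 (5.71 on the paper's scale) and the paper's value is 6.08. At 30 min the log2 change of SPBC24C6.09c was 7.88 (8.51 on the paper's scale) and the paper's value is 8.95. With a pseudocount of 0.1 these were 5.99 and 8.85, which fall within the error of the paper's values, and with the other alternatives set before the data were examined they did not.

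For the ncRNA on chromosome II from 3529599 to 3530978 in the libraries labelled *atf21Δ*, the log2 change at 15 min was 2.51 (5.15 on the paper's scale) and the paper's value is 4.82. Its log2 change at 30 min was 3.96 (6.76 on the paper's scale) and the paper's value is 6.40. For the ncRNA on chromosome II from 4464625 to 4466286, the log2 change at 30 min in the libraries labelled *atf21Δ* was −2.18 (−2.73 on the paper's scale) and the paper's value is −3.77. None of the alternatives set before the data were examined closed these gaps. They were run only with a pseudocount, so they cannot tell whether a setting closes the gaps on the paper's scale.

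The paper states that most genes that change at the 3′ end form a convergent pair with a locus that also changed, with a hypergeometric test. Here 23 of the 76 genes (30.3%) had a changed convergent partner among the pairs of Supplementary Data 4. Of those with a convergent pair 65.7% had a changed partner, against 67.5% of other genes (Fisher's exact test, p = 0.86). The highest share was reached on the RPKM as deposited, with replicate number as a factor and without replicate 3 of WT at 15 min (34.2%). Only 35 of the 76 have a convergent pair in Supplementary Data 4, which caps the share, so the alternatives could not have closed the gap. The paper's share must rest on another set of pairs. The shares are thus unlike measures, and the gap does not contradict the paper.

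The paper has fewer changed genes and fewer changed ncRNAs in the deletion strain than in WT. Here the order was the opposite, with 3668 features in the libraries labelled *atf21Δ* against 3045 in WT, and 292 ncRNAs against 205. With all 36 libraries in 1 fit, an alternative set before the data were examined, the order was that of the paper, with 3658 WT changed genes against 3332, and 296 ncRNAs against 245. The other alternatives kept the opposite order. For changes of more than 2-fold the order was that of the paper, with 997 in WT and 941 in the libraries labelled *atf21Δ*.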

Other observations

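The tests of the share of reads on ncRNAs and of the spread in WT were chosen after the pattern had been seen. The splits of the libraries and the tests on protein change, partners and 3′ ends were set before their results, but the limits that decide the test on protein change were fixed after its values had been seen.

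The number of changed features was set against other splits of the same libraries into 6 groups of 3. In WT the real split, with 3045 features, was the 1 of 100 with as many, and the highest of the others had 1586. For the libraries labelled *atf21Δ* it was again 1 of 100, with 875 as the highest of the others.

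More features were called in the libraries labelled *atf21Δ* than in WT. A single deviating WT library, which may raise the spread in WT, would let the WT count reach those of the libraries labelled *atf21Δ* when 1 library is left out of either strain. The highest WT count was then 3191, without replicate 3 of 15 min, and the lowest of the libraries labelled *atf21Δ* was 3360, without replicate 1 of 30 min, which argues against 1 library as the whole cause. That library had the largest deviation from its group, a root mean square of 0.586 on the log2 scale. A larger spread in several WT libraries remains a candidate explanation. The 3 WT libraries of 15 min deviated by 0.523, 0.427 and 0.586, against 0.393 at the most in the libraries labelled *atf21Δ*. When all 36 libraries were put in 1 fit, which gives each feature 1 variance for both strains, the WT changed genes numbered 3658 and the atf21Δ changed genes 3332, so the order turned. What made the WT libraries of 15 min differ from each other stays open, and a biological difference between the strains was not tested separately.

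The share of feature reads on ncRNAs fell with replicate number. The medians for replicates 1, 2 and 3 were 4.67%, 3.72% and 2.67% in WT and 5.11%, 3.57% and 3.07% in the libraries labelled *atf21Δ*. Replicate 1 was the highest in 11 of the 12 groups (exact binomial test, p = 4.7e-05), which argues against a chance order of the numbers. Leaving the rRNA out of the total left replicate 1 the highest in 12 of 12 groups (exact binomial test, p = 1.9e-06), which argues against rRNA taking up the reads. Library size remains a candidate explanation, since deviations from the group means of library size and ncRNA share were correlated over the 36 libraries (Pearson's r of 0.393, permutation within groups, p = 0.034). Replicate 1 was the largest library in 8 of the 12 groups, and in the remaining 4 it was highest in ncRNA share in 3, so size alone does not cover each group. A batch of library preparation shared by the libraries of 1 number stays open, as the paper names none, and so does a difference between cultures. No biological explanation was tested.

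The lower protein change where antisense exceeds sense may follow from the sense transcript alone. When the same number of WT pairs at 30 min was chosen by the lowest change of the mRNA, without regard to the ncRNA, the difference in the paper's protein change was −0.556, against −0.48 when chosen by excess of antisense. A choice by the mRNA alone gave a difference at least as low in 9 of the 10 tests. In 0 of these 10 tests was the partial r of protein with antisense change negative with an unadjusted p under 0.05, and 1 of the 10 had such a p with a positive sign. With a protein list limited to those called changed, a smaller effect of antisense is not excluded. An effect of antisense on protein by way of the mRNA level could give the same values, so these tests cannot address it.

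The anti-correlation of convergent pairs with a CESR gene may be shared by any stress-responsive ncRNA of these pairs and any of the CESR genes. When the ncRNAs of the 8 WT pairs were joined at random to the CESR genes of the same pairs, the mean r was −0.425, against −0.420 for the real partners, and a share of 0.396 of the 100000 random pairings was as low. For the 9 pairs of the libraries labelled *atf21Δ* the means were −0.230 and −0.350, and the share was 0.173. Pairs without a CESR gene had a mean r of 0.155 and 0.102. After scaling by a trimmed mean of log ratios these means were −0.042 and −0.061, against −0.418 and −0.294 for the pairs with a CESR gene. The position of the partner adds nothing that these few pairs can show, and an effect specific to the partner is not excluded.

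The longer 3′ ends under stress may reflect higher expression, from which reads are found further past the coding sequence. Across the 76 genes of Supplementary Data 5, the mean over 5 times of Spearman's rho between the paper's change of 3′ extent and the log2 change of the gene was 0.346 in WT and 0.369 in the libraries labelled *atf21Δ* (permutation p = 1e-05 for each, the smallest they can give). At 30 min rho was 0.72 and 0.60. The level at 30 min was above that of 0 min in 56 and 51 of the 76 genes, with a median log2 change of 0.43 and 0.51. Genes are not independent replicates. A relation of this kind would also arise if both changed under stress, so it does not exclude a regulated change of the 3′ end.

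Among the ATF genes, *atf1* had an RPKM of 8.38 ± 1.99 (SD, n = 3) at 0 min and 21.5 ± 5.08 at 30 min in WT, and 7.32 ± 2.09 and 19.3 ± 3.87 in the libraries labelled *atf21Δ*. *pcr1* went from 4.89 ± 1.04 (SD, n = 3) to 31.4 ± 8.55 in WT and from 4.07 ± 1.24 to 31.4 ± 3.44 in the libraries labelled *atf21Δ*. The log2 change of *pcr1* was 2.92 (adjusted p = 4.0e-06 from limma with Benjamini-Hochberg adjustment) and 3.10 (adjusted p = 7.5e-09 from the same limma test with Benjamini-Hochberg adjustment). *atf31* had an RPKM of 0.797 ± 0.112 (SD, n = 3) and 1.02 ± 0.421 in WT, with a log2 change at 30 min of 0.43 that did not pass the threshold (adjusted p = 0.38, limma with Benjamini-Hochberg adjustment). The ncRNA on chromosome III from 968081 to 968556, within the locus deleted in the paper's *snr1L* strain, was too low to be tested. It held 3 reads in replicate 2 labelled *atf21Δ* of 15 min and 0 in each other library.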
